# Compound loss of muscleblind-like function in myotonic dystrophy

**DOI:** 10.1002/emmm.201303275

**Published:** 2013-10-08

**Authors:** Kuang-Yung Lee, Moyi Li, Mini Manchanda, Ranjan Batra, Konstantinos Charizanis, Apoorva Mohan, Sonisha A Warren, Christopher M Chamberlain, Dustin Finn, Hannah Hong, Hassan Ashraf, Hideko Kasahara, Laura P W Ranum, Maurice S Swanson

**Keywords:** Mbnl1, Mbnl2, muscleblind-like, myotonic dystrophy, RNA-mediated disease

## Abstract

Myotonic dystrophy (DM) is a multi-systemic disease that impacts cardiac and skeletal muscle as well as the central nervous system (CNS). DM is unusual because it is an RNA-mediated disorder due to the expression of toxic microsatellite expansion RNAs that alter the activities of RNA processing factors, including the muscleblind-like (MBNL) proteins. While these mutant RNAs inhibit MBNL1 splicing activity in heart and skeletal muscles, *Mbnl1* knockout mice fail to recapitulate the full-range of DM symptoms in these tissues. Here, we generate mouse *Mbnl* compound knockouts to test the hypothesis that Mbnl2 functionally compensates for Mbnl1 loss. Although *Mbnl1*^−/−^; *Mbnl2*^−/−^ double knockouts (DKOs) are embryonic lethal, *Mbnl1*^−/−^; *Mbnl2*^+/−^ mice are viable but develop cardinal features of DM muscle disease including reduced lifespan, heart conduction block, severe myotonia and progressive skeletal muscle weakness. Mbnl2 protein levels are elevated in *Mbnl1*^−/−^ knockouts where Mbnl2 targets Mbnl1-regulated exons. These findings support the hypothesis that compound loss of MBNL function is a critical event in DM pathogenesis and provide novel mouse models to investigate additional pathways disrupted in this RNA-mediated disease.

## INTRODUCTION

Myotonic dystrophy (DM) is an autosomal dominant neuromuscular disease characterized by a multi-systemic phenotype, including skeletal muscle myotonia and progressive weakness/wasting, cardiac arrhythmias, ocular ‘dust-like’ cataracts, insulin insensitivity, hypogammaglobulinemia, hypersomnia and cerebral atrophy (Ranum & Cooper, 2006; Udd & Krahe, 2012). DM is also one of the most variable human hereditary diseases with the age-of-onset ranging from neonates to older adults with nearly all organ systems affected to different degrees.

DM is caused by expansions of either CTG trinucleotide repeats in the 3′ untranslated region (3′ UTR) of the *DMPK* gene on chromosome 19 (DM type 1, DM1) or CCTG repeats in the first intron of the *CNBP* gene on chromosome 3 (DM type 2, DM2) (Ranum & Cooper, 2006; Udd & Krahe, 2012). These non-coding C(C)TG expansion, or C(C)TG^exp^, mutations generate pathogenic C(C)UG^exp^ RNAs that are toxic because they perturb the normal cellular activities of several RNA binding factors, including the muscleblind-like (MBNL), CUGBP1 and ETR3-like (CELF), hnRNP H and STAU1 proteins (Ho et al, 2004; Kanadia et al, 2003; Miller et al, 2000; Paul et al, 2006; Philips et al, 1998; Ravel-Chapuis et al, 2012; Timchenko et al, 1996). The MBNL proteins appear to play a particularly prominent role in DM pathogenesis since each of the three *MBNL* genes (*MBNL1*, *MBNL2*, *MBNL3*) produce multiple isoforms with different, but relatively high, binding affinities for C(C)UG^exp^ RNAs *in vitro* (Kino et al, 2004; Warf & Berglund, 2007; Yuan et al, 2007) and MBNL proteins are sequestered by mutant DM transcripts in nuclear RNA foci *in vivo* (Jiang et al, 2004; Mankodi et al, 2001; Miller et al, 2000). *Mbnl1*^*ΔE3/ΔE3*^, *Mbnl2*^*ΔE2/ΔE2*^ and *Mbnl3*^*ΔE2/ΔE2*^ isoform knockout (KO) mice recapitulate DM-relevant phenotypes with skeletal muscle myotonia, myopathy and particulate cataracts in *Mbnl1*^*ΔE3/ΔE3*^ KOs, increased REM sleep propensity and learning/memory deficits in *Mbnl2*^*ΔE2/ΔE2*^ KOs and an age-associated decline in skeletal muscle regeneration in *Mbnl3*^*ΔE2/ΔE2*^ KO mice (Charizanis et al, 2012; Kanadia et al, 2003; Poulos et al, 2013). *Mbnl1*^*ΔE3/ΔE3*^ and *Mbnl2*^*ΔE2/ΔE2*^ isoform knockout alleles do not express detectable Mbnl1 or Mbnl2 protein, respectively, so for simplicity they will be subsequently referred to as *Mbnl1* and *Mbnl2* KOs or *Mbnl1*^−/−^ and *Mbnl2*^−/−^. Additionally, Mbnl1 overexpression reverses myotonia in transgenic *HSA*^LR^ mice, which express a CUG^exp^ RNA in skeletal muscle, and transgenic MBNL1 overexpression mice are viable with normal muscle structure and function (Chamberlain & Ranum, 2012; Kanadia et al, 2006).

Sequestration and functional inhibition of all three MBNL paralogues depends on C(C)UG^exp^ RNA repeat length and expression level, which are highly variable between tissues. Therefore, we propose that the full range of DM phenotypes cannot be adequately modelled in *Mbnl* single KO mice. Indeed, some prominent DM-relevant manifestations, including skeletal muscle weakness/wasting and cardiac arrhythmias, are not routinely observed in *Mbnl1* and *Mbnl2* single KOs. To test this proposal, we investigated the effects of combined Mbnl1 and Mbnl2 deficiency on cardiac and skeletal muscle structure and function. While *Mbnl1*; *Mbnl2* homozygous double KOs (DKOs) were embryonic lethal, *Mbnl1*^−/−^; *Mbnl2*^+/−^ mice survived until adulthood but developed skeletal and cardiac muscle defects, as well as alternative splicing changes, characteristic of DM. More severe manifestations of DM skeletal muscle disease were observed in *Mbnl1*^−/−^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ KO mice, with complete absence of Mbnl2 protein expression restricted to muscle fibres. High-throughput sequencing combined with crosslinking/immunoprecipitation (HITS-CLIP), a technique that identifies binding sites for RNA-binding proteins *in vivo*, demonstrated that Mbnl2 upregulation following the loss of *Mbnl1* expression resulted in an increase in Mbnl2 binding to Mbnl1 muscle RNA targets and partial correction of DM-relevant mis-splicing. Our results demonstrate that the major symptoms of cardiac and skeletal muscle disease in DM can be recapitulated in *Mbnl* compound knockout models and that sequestration of both Mbnl1 and Mbnl2 by C(C)UG^exp^ RNAs is an important pathogenic feature of DM.

## RESULTS

### Reduced lifespan in *Mbnl1*; *Mbnl2* compound KO mice

*Mbnl1* KO adults develop skeletal muscle myotonia and DM-associated muscle pathology, including centralized myonuclei and split fibres, but do not display either the hypotonia or adult-onset muscle wasting features of congenital or adult-onset DM, respectively (Kanadia et al, 2003). In contrast, *Mbnl2* KO mice display characteristic manifestations of DM central nervous system (CNS) disease, such as REM sleep propensity disturbance and memory deficits, but do not exhibit muscle abnormalities (Charizanis et al, 2012). Interestingly, we noted that Mbnl2 protein levels increased strikingly in *Mbnl1* KOs, particularly in skeletal muscle (Fig 1A), in agreement with a recent study that reported Mbnl2 protein upregulation following shRNA-mediated knockdown of Mbnl1 in C2C12 myoblasts (Wang et al, 2012). Other factors implicated in DM pathogenesis (Mbnl3, Hnrnph1, Stau1) did not show similar increases in protein level (Supporting Information Fig S1A). The increase in Mbnl2 protein was likely due to a corresponding increase in Mbnl2 mRNA level (Fig 1B). To determine if combined loss of Mbnl1 and Mbnl2 would recapitulate neonatal hypotonia and/or progressive muscle wasting in adults, we attempted to generate *Mbnl1*; *Mbnl2* DKO mice but loss of both proteins resulted in embryonic lethality (Supporting Information Fig S1B). In contrast, *Mbnl1*^−/−^; *Mbnl2*^+/−^, as well as *Mbnl1*^+/−^; *Mbnl2*^−/−^, KOs were viable although the latter line showed reduced embryonic viability so it was not characterized further. While Mbnl2 is low in WT adult muscle, the upregulated Mbnl2 protein in Mbnl1 KO muscle localized primarily to the nuclear compartment (Fig 1C). Elevated nuclear levels of Mbnl2 in the *Mbnl1* KO correlated with increased inclusion of Mbnl2 exons 6 and 8 in skeletal muscle (Supporting Information Fig S2A, B) (Zhang et al, 2013). While the function of Mbnl2 exon 8 is unknown, Mbnl2 exon 6 (54 nt) is homologous to Mbnl1 exon 7 that may encode a nuclear localization sequence (Lin et al, 2006).

**Figure 1:**
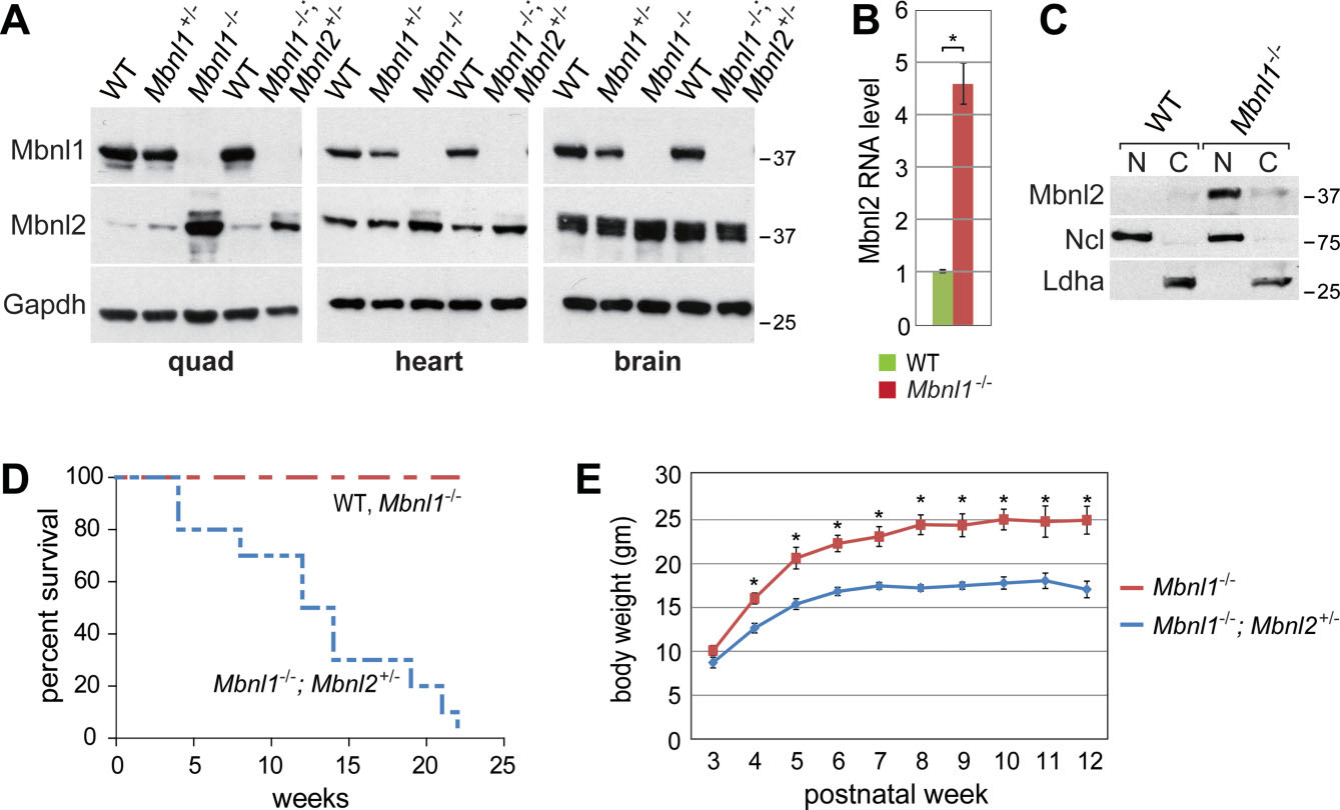
Reduced viability of *Mbnl1*; *Mbnl2* KO mice.

Despite the compensatory increase in Mbnl2 expression in skeletal muscle, lifespan was severely compromised in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KO animals with no mice surviving beyond 23 weeks of age (Fig 1D) and body weight was maintained at ∼30% less than *Mbnl1*^−/−^ (Fig 1E). Since the MBNL loss-of-function model for DM proposes that both MBNL1 and MBNL2 are sequestered to varying levels depending on C(C)UG^exp^ RNA length and expression level, *Mbnl1*^−/−^; *Mbnl2*^+/−^ KO mice were further evaluated for DM-relevant skeletal muscle defects to test the hypothesis that loss of both Mbnl1 and Mbnl2 proteins would increase the severity of skeletal muscle deficits.

### Progressive muscle weakness/wasting and NMJ defects in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs

Histological hallmarks of DM patient muscle, which include centralized nuclei, fibre size heterogeneity and split fibres, have been previously noted in older (>6 months of age) *Mbnl1* KO quadriceps muscle (Kanadia et al, 2003; Kanadia et al, 2006). While these muscle abnormalities are considerably less severe in younger *Mbnl1* KO mice, more severe pathological changes (increased fibre size variation, atrophic and splitting fibres, increased numbers of central nuclei indicative of muscle degeneration/regeneration) were observed in *Mbnl1*^−/−^; *Mbnl2*^+/−^ muscles at 10–16 weeks of age (Fig 2A). Additionally, young (8–10 weeks of age) *Mbnl1*^−/−^; *Mbnl2*^+/−^ mice developed severe mobility problems and showed impaired rotarod performance (Supporting Information Fig S1C). Abnormalities in diaphragm neuromuscular junctions (NMJs), including changes in end-plate size and shape, have been documented in a poly(CUG) transgenic mouse model for DM1 (Panaite et al, 2008). Similar, but more profound, changes to NMJ structures were observed in *Mbnl1*^−/−^; *Mbnl2*^+/−^ tibialis anterior (TA) muscles but not WT and *Mbnl1*^−/−^ (Fig 2B). Significant loss of mature, and an increase in degenerated (fragmented endplates) and premature, NMJs was observed in *Mbnl1*^−/−^; *Mbnl2*^+/−^ mice (Fig 2B, C). Moreover, grip strength analysis revealed muscle weakness as early as 4 weeks of age, which was half of the WT level by 10 weeks of age (Fig 2D). Myotonia, a characteristic feature of DM muscle, was also dramatically increased in *Mbnl1*^−/−^; *Mbnl2*^+/−^ muscles compared to single *Mbnl1* KO mice with both the amplitude (>4-fold) and duration of discharges increased 2.5 to ∼4-fold (Fig 2E and Supporting Information Fig S1D). Thus, *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs recapitulate DM-relevant muscle weakness/wasting and myotonia.

**Figure 2:**
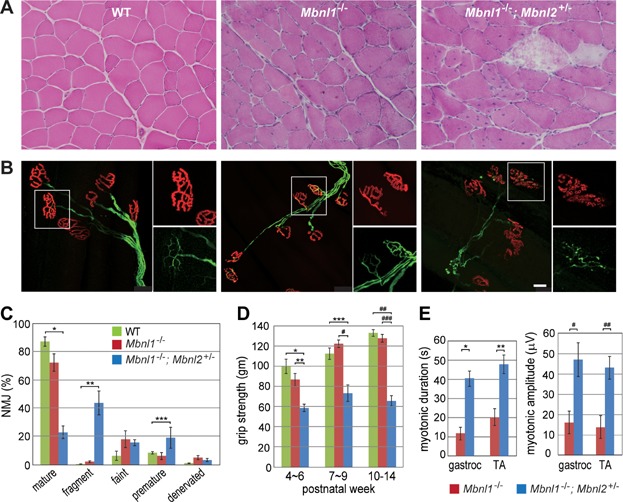
DM-associated muscle wasting/weakness in *Mbnl1*; *Mbnl2* KOs.

### Combined depletion of Mbnl1 and Mbnl2 exacerbates DM-associated splicing defects

DM-associated myotonia is caused by mis-regulated splicing of Clcn1 pre-mRNA and depletion of full-length CLCN1 protein from the sarcolemma. Because myotonia was more severe following the depletion of Mbnl2 (Fig 2E), we first compared the Clcn1 splicing pattern in WT, *Mbnl1* KO and *Mbnl1*^−/−^; *Mbnl2*^+/−^ KO skeletal muscle. Depletion of Mbnl2 in the *Mbnl1* KO background led to a nearly complete loss of the adult Clcn1 isoform (−exon 7a) (Fig 3A). Gene profiling studies have highlighted an important role for Mbnl proteins in calcium homeostasis and regulation (Osborne et al, 2009). Several gene transcripts important for calcium regulation, including Ryr1, Serca1 and Cacna1s, were more severely mis-spliced in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KO muscle compared to Mbnl1 KO alone and this degree of mis-splicing was similar to that observed previously in DM1 patient muscle (Kimura et al, 2005; Tang et al, 2012). In addition, Bin1, Tnnt3 and Nfix mis-splicing events, which occur in *Mbnl1* KOs and human DM muscle (Du et al, 2010; Fugier et al, 2011; Kanadia et al, 2003), were also tested. *Mbnl1*^−/−^; *Mbnl2*^+/−^ KO muscle showed either more pronounced splicing changes, or were equivalent to *Mbnl1* KOs (*e.g*. *Serca1*, *Tnnt3*) (Fig 3B and Fig S1E). As reported previously, global effects on alternative splicing regulation are not observed in *Mbnl1* KO mice (Du et al, 2010; Kanadia et al, 2003; Wang et al, 2012) and this was also observed for *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs (Fig S1F). Collectively, these results demonstrated that combined depletion of Mbnl1 and Mbnl2 recapitulated muscle myotonia, weakness/wasting and the splicing patterns characteristic of severely affected DM1 skeletal muscle (Fugier et al, 2011; Wheeler & Thornton, 2007).

**Figure 3:**
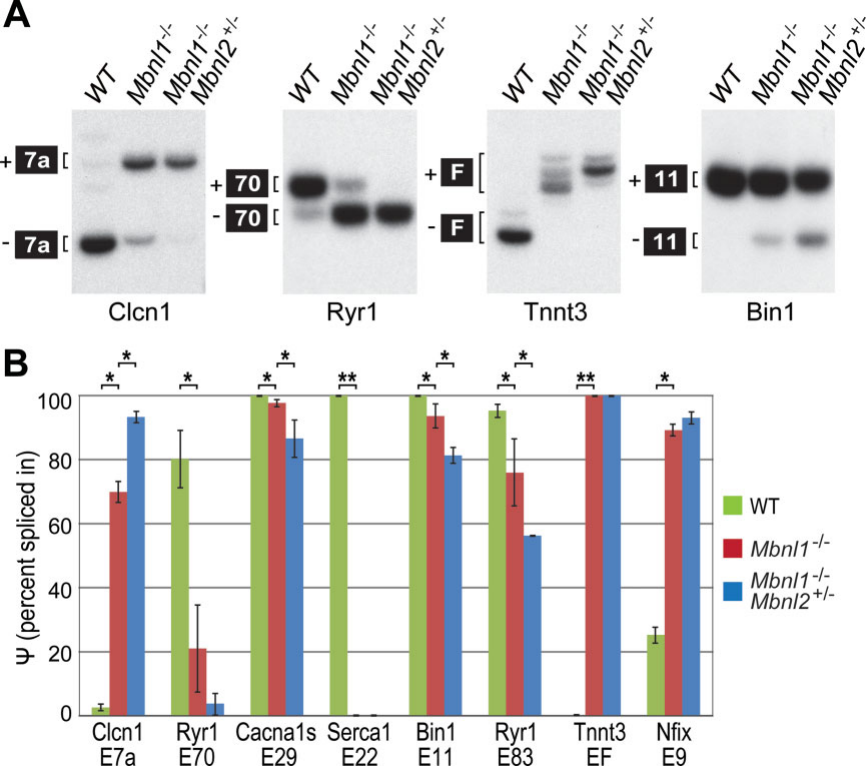
DM-associated splicing deficits following *Mbnl1* and *Mbnl2* depletion.

### *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs model cardiac conduction defects in DM

Heart conduction abnormalities are common in DM1 patients and cardiac-related sudden death is a leading cause of mortality in this disease (Groh et al, 2008; McNally & Sparano, 2011). Endomyocardial biopsies as well as postmortem examination of DM1 hearts have noted interstitial fibrosis, fatty infiltration, cardiomyocyte hypertrophy and focal myocarditis (Pelargonio et al, 2002). Similarly, interstitial myocardial fibrosis was detected in all *Mbnl1*^−/−^; *Mbnl2*^+/−^, but not all *Mbnl1*^−/−^, KO mice (Supporting Information Fig S3A, B). Fibrosis was also observed in enlarged right atria.

DM1 patients with cardiac abnormalities generally show various extents of heart chamber dilation and hypertrophy (Hermans et al, 2012; McNally & Sparano, 2011; Pelargonio et al, 2002). MRI analysis of *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs revealed atrial dilatation and left ventricular hypertrophy (Fig 4A and B). Although compromised myocardial contractility in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs was anticipated, the ejection fraction was not significantly different from WT (Supporting Information Fig S3C). *Mbnl1*^−/−^; *Mbnl2*^+/−^ KO hearts were enlarged and heart/body weight (HW/BW) ratios increased ∼60% in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs *versus* WT (Fig 4B).

**Figure 4:**
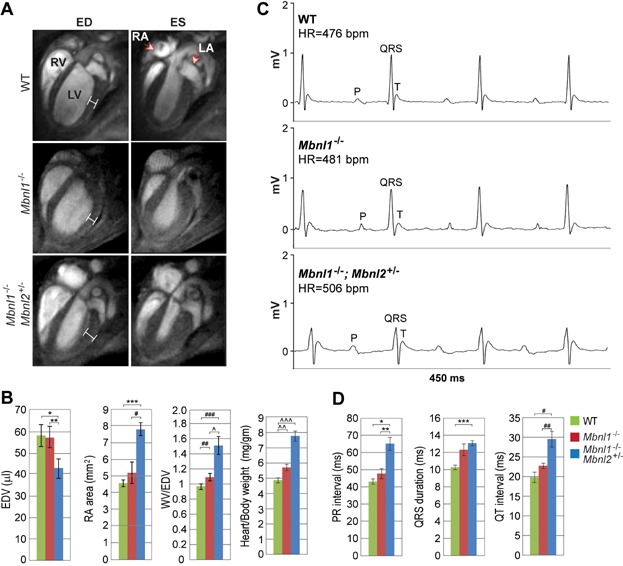
Compound mouse knockout model for DM heart disease.

The majority of DM1 patients are abnormal as assessed by electrocardiography (ECG) with prolonged PR interval (20–40% of patients) and QRS widening (5–25%) (McNally & Sparano, 2011). Indeed, a large-scale clinical study revealed a direct correlation between CTG repeat length, arrhythmias, PR prolongation and QRS widening (Groh et al, 2002). ECG analysis of *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs showed PR interval prolongation, or an ∼51% increase compared to WT, indicating a first degree AV block in these mutants (Fig 4C and D and Supporting Information Fig S3D). Both QRS duration and QT interval were also significantly increased.

Since depletion of Mbnl2 in the absence of Mbnl1 resulted in structural and functional alterations to the heart, DM-associated mis-splicing events for Mbnl1 heart splicing targets were evaluated by RT-PCR. For all targets examined, *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs showed a dramatic shift towards fetal isoforms (Fig 5A and Supporting Information Fig S3E). For example, the fetal isoform of Tnnt2 includes exon 5 and splicing of this exon increased from ∼0% in WT to >70% in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs. Enhanced mis-splicing also occurred for Ryr2, which regulates calcium release from the sarcoplasmic reticulum and *RYR2* mutations cause catecholaminergic polymorphic ventricular tachycardia (Venetucci et al, 2012), and Cacna1s, which was recently shown to be mis-spliced in cardiac and skeletal muscle leading to aberrant gating of this Ca(V)1.1 calcium channel (Tang et al, 2012). Both of these Mbnl1 splicing targets, as well as additional targets (Sorbs1, Tmem63b, Spag9, Mbnl1), showed augmentation of mis-splicing changes in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs compared to *Mbnl1* KO alone with the single exception of Arhgef7 (Fig 5B).

**Figure 5:**
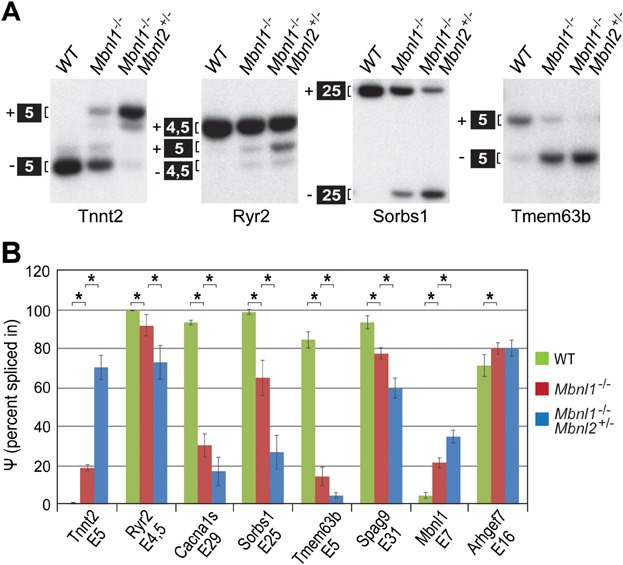
Splicing alterations of cardiac RNA targets in *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs.

### *Mbnl* conditional compound loss of function model for DM

Although *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs displayed decreased lifespan and DM-associated changes in skeletal and cardiac muscle structure and function, Mbnl2 protein levels remained elevated over WT (Fig 1A). This result suggested that Mbnl2 levels increased as a compensatory response to Mbnl1 loss to maintain at least some expression of adult-specific isoforms. However, MBNL1 and MBNL2 have also been recently implicated as negative regulators of pluripotency since they repress ES cell-specific alternative splicing of key regulatory factors, including FOXP1 (Han et al, 2013). Since Mbnl2 protein expression normally declines during muscle development (Charizanis et al, 2012), elevated Mbnl2 levels in *Mbnl1*^−/−^ and *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs may not be due to compensatory upregulation but instead might reflect an early developmental deficiency and a more immature tissue phenotype in these mutant adults. This finding prompted us to examine the effect of muscle-specific elimination of Mbnl2 protein expression in the *Mbnl1* KO background later in development using a Cre-mediated conditional knockout strategy. Similar to *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs, *Mbnl1*^−/−^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ KO mice were small at birth but developed kyphosis and severe motor deficits beginning at 12 weeks of age. In agreement with the hypothesis that complete loss of Mbnl1 and Mbnl2 protein expression would exacerbate muscle pathology and splicing defects, *Mbnl1*^−/−^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ KO mice showed a profound deficiency of adult skeletal muscle (Fig 6A), severe muscle pathology (small myofibers, fibre size heterogeneity, centralized nuclei in nearly all myofibers) (Fig 6B, C) and reduced grip strength (Fig 6D). Moreover, the alternative splicing of specific pre-mRNAs, including Bin1 (Fugier et al, 2011) and Cacna1s (Tang et al, 2012), previously associated with defects in skeletal muscle excitation-contraction coupling and muscle weakness/wasting shifted to more CDM and DM1-like splicing patterns with only ∼25% of Bin1 (+exon 11) and ∼10% Cacna1s (+exon 29) adult isoforms expressed in *Mbnl1*^−/−^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ KO muscle (Fig 6E, F). These results provided additional support for the MBNL compound loss-of-function model for DM and suggested that Mbnl conditional KOs will be valuable tools to study DM disease pathways.

**Figure 6:**
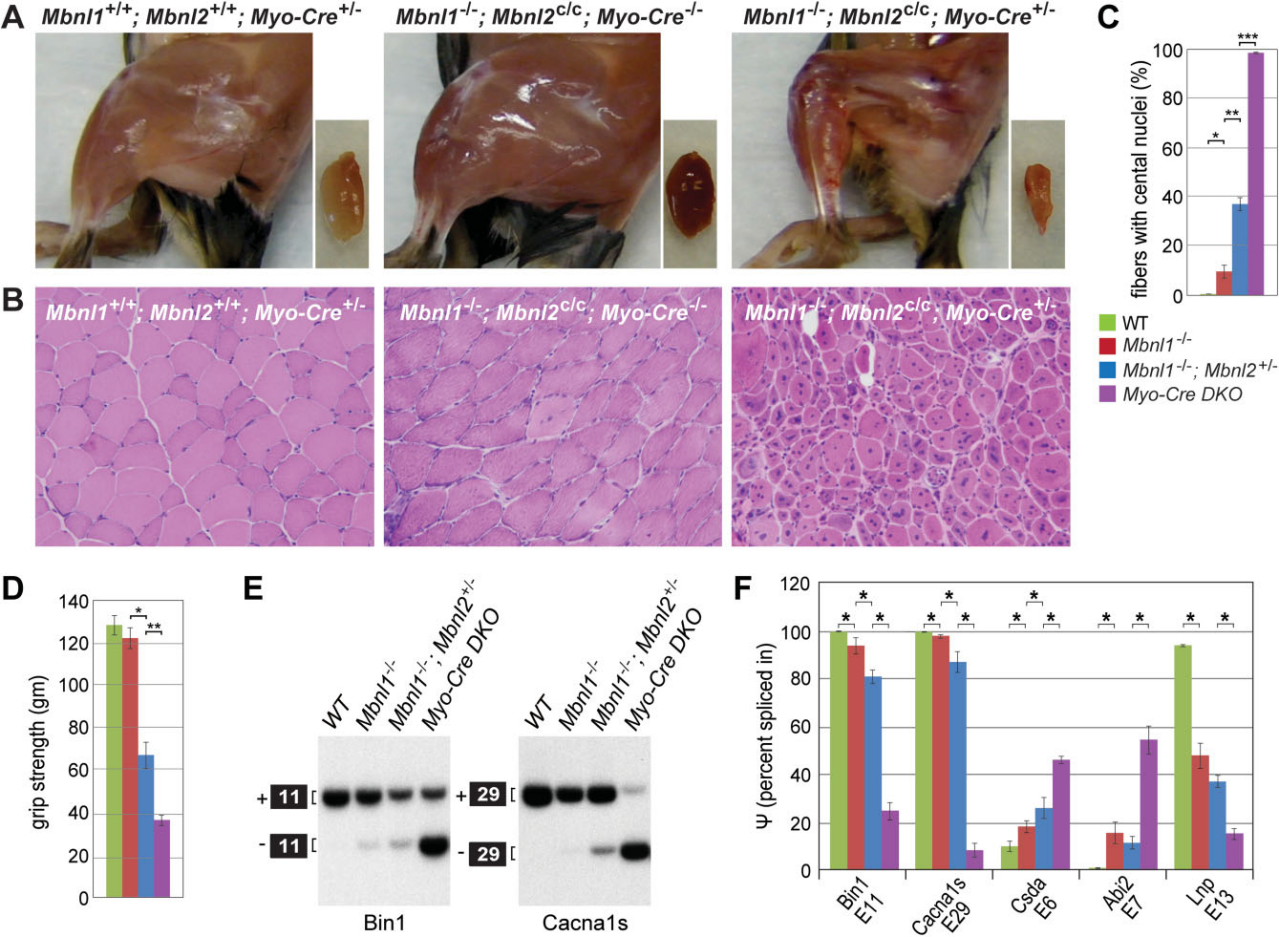
Enhanced muscle pathology in *Mbnl1*; *Mbnl2* muscle-specific KO mice.

### Splicing compensation between Mbnl proteins *in vivo*

Loss of Mbnl1 in *Mbnl1* KO mice led to Mbnl2 protein upregulation in the nucleus while *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs showed an enhancement of the skeletal and cardiac muscle phenotypes characteristic of DM. These results suggested that Mbnl2 functionally compensated for Mbnl1 loss by targeting Mbnl1-regulated splicing events. To test this possibility, Mbnl protein-RNA interactions were assessed *in vivo* using HITS-CLIP. 

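HITS-CLIP crosslinks a protein to the RNA it touches in frozen tissue, trims the RNA with RNase A, immunopurifies the protein and sequences the short RNA fragments (tags) that come with it. The quadriceps tags of Mbnl2 were analysed here for 3 WT and 3 *Mbnl1* KO mice, 15 to 16 weeks old. The authors deposited 1 table per genotype, in which the 3 mice are merged, so the spread between mice cannot be computed and no test between genotypes was made. The labels give the strain as C57BL/6, while the methods name another background for the compound knockouts. Each table lists unique tags by their position in mm9 after quality filtering, alignment with BWA and removal of potential PCR duplicates, together with the number of reads collapsed into each tag. The WT table held 343554 unique tags from 5176203 reads and the *Mbnl1* KO table held 476543 unique tags from 50329234 reads. Of the WT tags, 79.0% rested on 1 read, against 59.5% of the *Mbnl1* KO tags. From there, tags were counted when they overlapped a region on its strand, divided by the tags in the table and compared as an *Mbnl1* KO/WT ratio. Its 95% interval comes from the exact Clopper-Pearson interval of the KO share of the tags, covers counting error only and compares these libraries, not the genotypes.
Both tables also held tags whose reference sequence was at least 70% one base, mostly A, which are called single-base tags here. They made up 44.0% of the 337354 WT tags on assembled chromosomes (95% Clopper-Pearson interval 43.9 to 44.2) and 17.0% of the 472915 *Mbnl1* KO tags (16.9 to 17.1). Because ratios are scaled to all tags of a table, this difference enters each of them. The factor that multiplies a raw *Mbnl1* KO/WT tag ratio was 0.721 with all tags and 0.492 with single-base tags left out, a setting chosen after the data were seen. The targeted allele is named for exon 3, and the coordinates of the deletion were not at hand. As a stand-in, which may not be the deleted exon, the exon with the start codon in the longest annotated coding transcript of Mbnl1 (exon 2, chromosome 3 from 60332678 to 60333726, plus strand) was counted. It had 5 WT tags and 2 *Mbnl1* KO tags, too few to tell the genotypes apart (ratio 0.288, interval 0.0275 to 1.76). Exon 3 in that numbering (60399516 to 60399686) had 0 WT and 4 *Mbnl1* KO tags, with an interval from 0.476 upward, which includes 1.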

*Mbnl1*^+/+^, *Mbnl1*^−/−^ and *Mbnl2*^−/−^ quadriceps muscles were dissected, immediately powdered in liquid nitrogen and irradiated with UV-light to form covalently crosslinked protein-RNA complexes. Following digestion with RNase A to generate short RNA tags and RNA end-labelling with ^32^P-ATP, Mbnl2-RNA complexes were immunopurified and resolved by SDS-PAGE (Fig 7A). At high RNase, Mbnl2 migrated at ∼40 kDa and this band was absent in *Mbnl2* KO muscle but increased significantly in *Mbnl1* KO quadriceps in agreement with the earlier immunoblot analysis (Fig 1A). Sequencing of RNA tags bound directly to Mbnl2 in muscle demonstrated a 2- 9-fold increase in Mbnl2 binding to previously documented Mbnl1 skeletal muscle RNA targets (Fig 7B) (Du et al, 2010). 

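Tags were counted over the body of each of the 10 genes of Fig 7B, on the gene's strand, in the mm9 GENCODE annotation. Ldb3 (chromosome 14 from 35339885 to 35401867) had 94 WT and 390 *Mbnl1* KO tags, which is 274 and 818 tags per 1000000 and a ratio of 2.99 (interval 2.38 to 3.79). Ttn (chromosome 2 from 76542037 to 76820604) carried the most tags of the list, 424 in WT and 1519 in *Mbnl1* KO muscle, with a ratio of 2.58 (2.32 to 2.88). The ratio was 2.42 (1.97 to 3.00) at Atp2a1, 3.26 (2.62 to 4.09) at Mbnl1 and 4.37 (2.52 to 8.13) at Ank1. Most of the Mbnl1 tags lay in the last exon of the gene, with 55 in WT and 274 in *Mbnl1* KO muscle. Few WT tags stand behind the largest ratios. Lnp had 3 WT and 34 *Mbnl1* KO tags, for a ratio of 8.17 (2.57 to 41.6), and its peaks in the supplementary table lie outside the annotated gene body. Ppm2c, annotated as Pdp1, had 1 WT and 30 *Mbnl1* KO tags, for a ratio of 21.6 (3.60 to 882). The remaining ratios were 2.56 (1.20 to 6.11) at Clcn1, 1.59 (1.14 to 2.25) at Adk and 1.32 (0.626 to 2.93) at Tlk2, where a difference was not detectable at this depth. The interval lay above 1 at 9 of the 10 genes, and at 7 with single-base tags left out and 5 with tags of at least 2 reads required as well, both settings chosen after the data were seen. The median ratio of the list was 2.79 (2.55 to 3.47, from Poisson resampling of the tag counts). Of the alternatives, keeping only tags of at least 30 nt moved the median most, to 8.07. That median counts Lnp and Ank1, which had 0 WT tags of that length, as infinite ratios. It also rests on the scale of that setting, a factor of 0.992. Single-base tags of 31 nt made up 128953 of the 154619 WT tags kept, against 54087 of 155835 in *Mbnl1* KO. Their larger share in WT raises the scaled ratios. On the antisense strand of the same genes, 74 WT and 74 *Mbnl1* KO tags were counted.

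**Figure D1:**
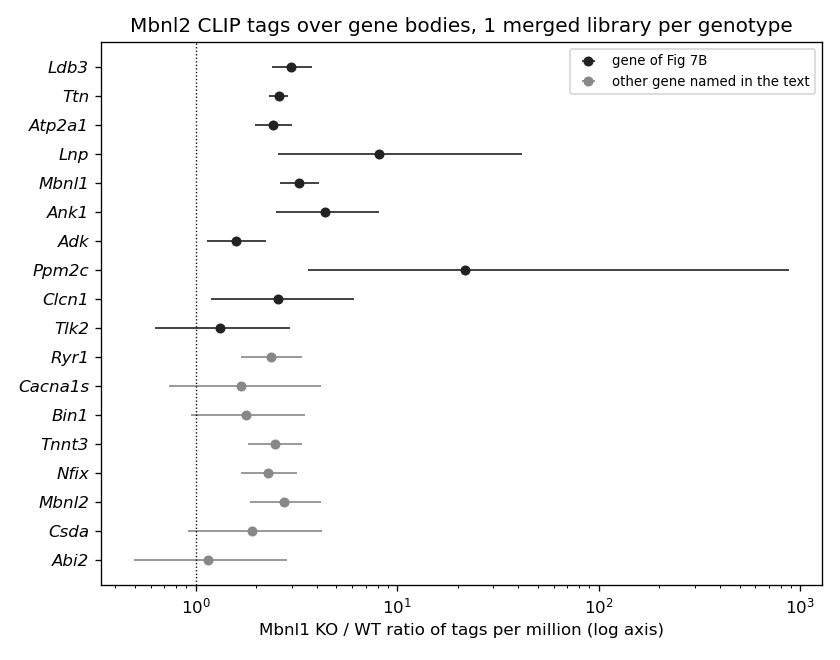
*Mbnl1* KO/WT ratio of Mbnl2 tags per 1000000 tags (x axis, log scale) for each gene of Fig 7B (black) and for the other genes the text names (grey), 1 merged library per genotype; points are ratios, bars are exact 95% intervals of counting error, and the dotted line marks a ratio of 1. The intervals of Tlk2, Cacna1s, Bin1, Csda and Abi2 cross 1, and that of Ppm2c is the widest, from 3.60 to 882.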

Of 667 significantly misspliced targets, 169 (∼25%) showed increased Mbnl2 binding in *Mbnl1* KO mice as compared to WT. Gene ontology (GO) analysis of these targets revealed enrichment for phosphoproteins, alternative splicing factors, ion binding factors involved in calcium homeostasis, ion channel regulation and cytoskeletal organization. 

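Serca1 is the product of Atp2a1, which lies on the minus strand of mm9 chromosome 7. Tags were counted at its 3′ end in a window of 1200 nt from 133589320 to 133590519, which held 34 WT and 134 *Mbnl1* KO tags (ratio 2.84, interval 1.94 to 4.27). Most of them fell in the last exon, exon 23 in the annotation (133589372 to 133589640), which contains the 3′ UTR. The main cluster of overlapping tags there, from 133589384 to 133589586, had 29 WT and 120 *Mbnl1* KO tags, or 84.4 and 252 tags per 1000000, and a ratio of 2.98 (1.98 to 4.64). The alternatively spliced exon 22 (133590059 to 133590100, 42 nt) has the sequence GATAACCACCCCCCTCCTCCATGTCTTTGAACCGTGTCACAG and contains 0 YGCY motifs (Y is C or T). A cluster from 133590010 to 133590060, in the intron downstream of exon 22 and reaching its last bases, had 2 WT and 6 *Mbnl1* KO tags. Its sequence, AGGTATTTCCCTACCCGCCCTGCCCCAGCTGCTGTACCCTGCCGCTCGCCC, contains 6 YGCY motifs. At this depth its ratio of 2.16 (0.387 to 21.9) does not separate the libraries. Within exon 22 a second cluster held 1 WT tag and 0 *Mbnl1* KO tags. Exon 21 (133590385 to 133590502) had 4 *Mbnl1* KO tags and 0 WT tags, where 0 tags allow up to 8.73 tags per 1000000.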

Mapping analysis of these targets showed elevated binding of Mbnl2 in the vicinity of alternatively spliced exons in *Mbnl1* KO mice compared to WT (Fig 7C). Therefore, Mbnl2 compensates for the loss of Mbnl1 splicing activity by enhanced binding to Mbnl1-regulated splicing targets resulting in partial retention of the adult splicing pattern.

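The tags at these targets were set beside those over the rest of the genome. Overlapping tags on one strand, pooled over both genotypes, formed 1436 clusters with at least 20 tags. Their median *Mbnl1* KO/WT ratio was 1.78, with 66.7% of clusters above 1 and 45.1% above 2. With at least 10 tags per cluster, the 5795 clusters had a median ratio of 0.865, so the direction over all clusters depends on the minimum. With single-base tags left out, a setting chosen after the data were seen, 781 clusters had at least 20 tags. Their median ratio was 1.89, with 86.6% above 1. Over the bodies of 3870 protein-coding genes with at least 20 tags, the median ratio was 1.75 and 79.9% of genes were above 1. Among 10000 random lists of as many genes matched on tag number, the Fig 7B list's median ranked at the 94.3 percentile. The random lists had a median of 2.14 with a middle 95% from 1.38 to 2.99. The paper shows the Fig 7B genes for their increase in the same tags, which can favour a high rank and intervals above 1. The 8 other named genes (Ryr1, Cacna1s, Bin1, Tnnt3, Nfix, Mbnl2, Csda and Abi2) had a median of 2.10, at the 61.5 percentile. With single-base tags left out, a setting chosen after the data were seen, the Fig 7B list ranked at the 81.2 percentile, and the other named genes, with a median of 1.43, at the 17.6 percentile, below the median of their random lists (1.64). With all tags kept, the interval lay above 1 at 4 of these 8 genes. Mbnl2 itself, with the highest ratio among them, had 33 WT and 126 *Mbnl1* KO tags (ratio 2.75, interval 1.86 to 4.17). The paper reports a higher Mbnl2 mRNA level in *Mbnl1* KO muscle, which alone can raise the ratio at Mbnl2. The percentiles describe these libraries and are not a test between genotypes. RNA levels were not analysed here, so tags were not divided by the level of each transcript. The paper starts from the rise of nuclear Mbnl2 protein in *Mbnl1* KO muscle and from the stronger phenotypes and mis-splicing of compound knockouts. It adds the increased Mbnl2 binding at Mbnl1 targets and near alternatively spliced exons. From these it concludes that Mbnl2 compensates for the loss of Mbnl1. The compound knockouts were not analysed here.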

**Figure 7:**
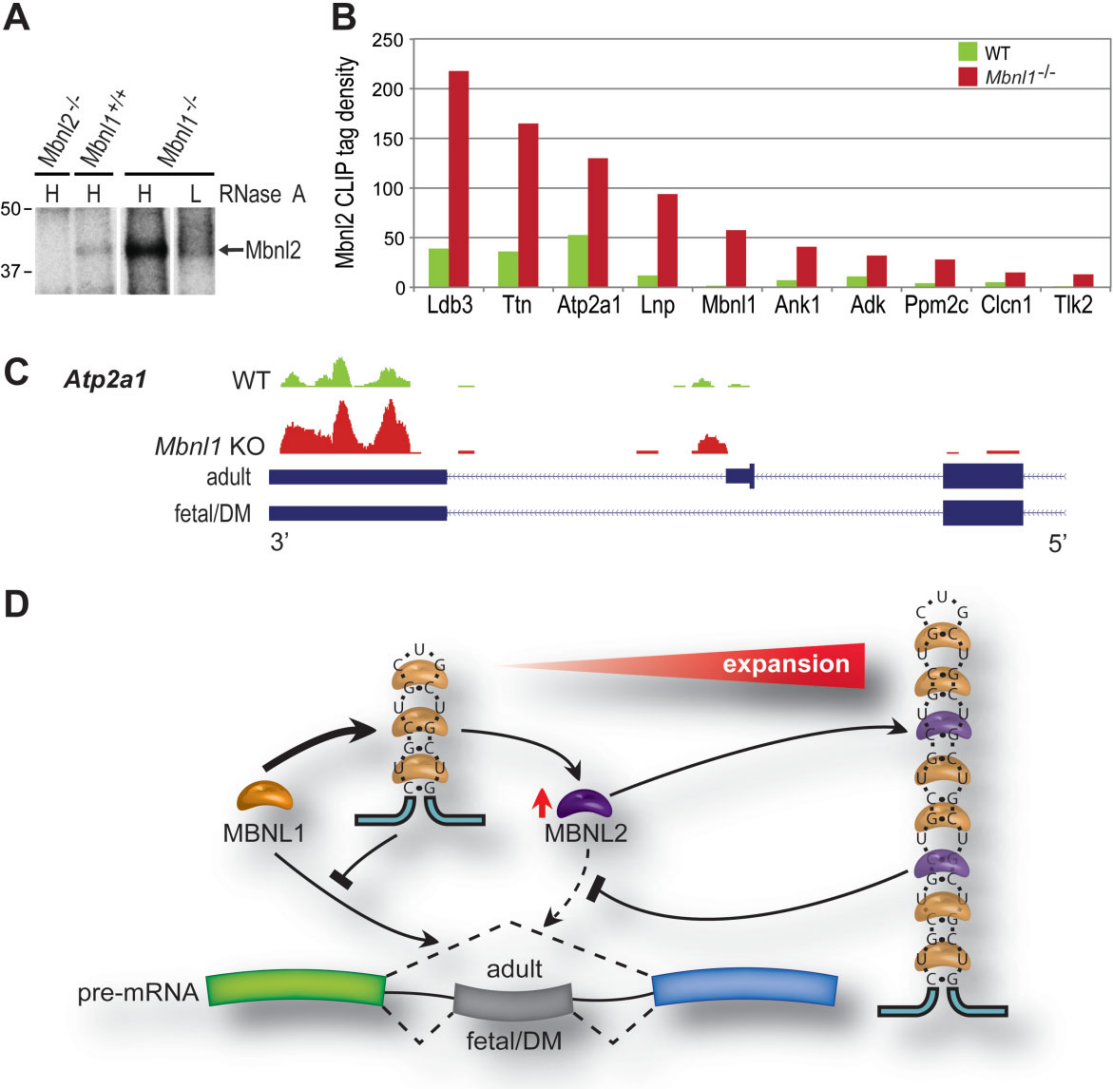
HITS-CLIP analysis in *Mbnl1* KO mice.

## DISCUSSION

Defects in DNA replication, repair and recombination cause microsatellite expansions in DM1 and DM2 (Lopez Castel et al, 2010; Mirkin, 2007). Both the *DMPK* and *CNBP* genes are broadly expressed and microsatellite C(C)TG expansions are dynamic, tend to increase with age and show a high degree of somatic mosaicism (Higham et al, 2012; Morales et al, 2012). Because different tissues, and even individual cells within tissues, contain different repeat lengths and varying degrees of pathology, the development of animal models that faithfully recapitulate the consequences of these microsatellite expansions has been exceptionally challenging.

Transgenic poly(CUG) mouse models have provided key insights into the DM pathogenic mechanism (Sicot & Gomes-Pereira, 2013). For example, *HSA*^LR^ transgenic mice, which express an expanded (CUG)_∼220_ repeat only in skeletal muscles, develop multiple DM-like muscle abnormalities, including myotonia, fibre size variability, split fibres and centralized myonuclei although they fail to display DM-like severe muscle weakness and wasting perhaps due to the relatively short CUG^exp^ length (Mankodi et al, 2000). Interestingly, a recent study implicated mis-splicing of exon 29 in CACNA1S, a calcium channel that regulates excitation-contraction coupling, in DM muscle weakness/wasting but poly(CUG) expression in *HSA*^LR^ muscle only moderately affects this splicing event (Tang et al, 2012). The multi-systemic features of DM are reproduced in the DM300 (CTG_300-600_) and DMSXL (CTG_1000-1800_) transgenic models although disease-relevant phenotypes and RNA mis-splicing are relatively mild (Sicot & Gomes-Pereira, 2013). In contrast, tissue-specific and Cre-inducible EpA960 transgenic mice, which express the DMPK 3′ UTR with an interrupted CTG_960_ repeat at relatively high levels, display severe cardiac arrhythmias, muscle wasting and splicing defects (Orengo et al, 2008; Wang et al, 2007).

Since transcription of mutant *DMPK* and *CNBP* genes results in the production of pathogenic C(C)UG repeat RNAs that dysregulate gene expression by altering the activities of several RNA-binding proteins, another approach has been to generate Celf1 gain-of-function (Koshelev et al, 2010; Ward et al, 2010) and Mbnl loss-of function models (Charizanis et al, 2012; Kanadia et al, 2003; Poulos et al, 2013). Because MBNL proteins are the only factors which have been shown to be sequestered by C(C)UG RNAs, the primary objective of this study was to determine if compound depletion of Mbnl function recapitulates disease-relevant skeletal and cardiac muscle manifestations. Previously, we demonstrated that *Mbnl2* muscle expression decreases during postnatal development and *Mbnl2* KO mice fail to exhibit the major muscle features of DM (Charizanis et al, 2012). Here, we show that loss of *Mbnl1* gene expression leads to upregulation of *Mbnl2*, which subsequently targets those splicing events that are normally regulated primarily by Mbnl1. This is reminiscent of other alternative splicing factors, including the Rbfox family in which Rbfox2 expression is upregulated in the absence of Rbfox1 and vice versa (Gehman et al, 2012; Gehman et al, 2011). This compensatory Mbnl2 upregulation may be essential for *Mbnl1* KO viability since *Mbnl1*; *Mbnl2* DKOs were embryonic lethal. Additionally, *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs displayed muscle weakness and progressive atrophy, two of the common symptoms observed in DM1 patients.

DM1 patients are prone to sudden death due to cardiac arrhythmias (Groh et al, 2008; Motta et al, 1979). *Mbnl1*^−/−^; *Mbnl2*^+/−^ KOs also developed these cardiac symptoms and DM-associated mis-splicing events increased for a number of key target RNAs, including Tnnt2, Ryr2 and Cacna1s in the heart and Clcn1, Ryr1 and Tnnt3 in skeletal muscle. Interestingly, *Mbnl1*^−/−^ KO mice showed a more modest increase of Mbnl2 in the brain (Fig 1A) and previous studies have reported that mis-splicing of several brain RNA targets in this knockout model was significantly less than observed in human DM1 brain (Suenaga et al, 2012) or in *Mbnl2*^−/−^ KO mice (Charizanis et al, 2012). Although this study focused on the role of MBNL proteins in the regulation of alternative splicing in skeletal muscle and heart, the development of additional *Mbnl1*; *Mbnl2* conditional KO models should allow assessment of the relative contributions of each *Mbnl* gene to CNS function. It is also interesting to note that similar to DMSXL homozygotes, which express large CUG^exp^ RNAs, *Mbnl2*^−/−^, *Mbnl1*^−/−^; *Mbnl2*^+/−^ and *Mbnl1*^−/−^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ KO mice are small at birth whereas *Mbnl1*^−/−^ KOs are not. Therefore, Mbnl2 expression in the embryonic muscle compartment appears to be a critical factor in the normal development of body size. Finally, MBNL1 has been implicated in altered miRNA biogenesis (Rau et al, 2011) and RNA localization (Wang et al, 2012) in DM so it will be important to examine the effects of compound Mbnl loss on these regulatory pathways.

MBNL1 is the most abundant MBNL protein in adult skeletal muscle and plays the predominant role in alternative splicing regulation in muscle while MBNL2 muscle levels decrease during postnatal development (Charizanis et al, 2012; Holt et al, 2009; Wang et al, 2012). These observations suggest a model in which sequestration of MBNL1 by relatively short C(C)UG^exp^ RNAs in early-stage muscle disease results in MBNL2 upregulation and partial restoration of the normal adult splicing program (Fig 7D). However, progressive increases in C(C)UG^exp^ lengths overwhelms this compensatory mechanism leading to impairment of MBNL-driven adult splicing patterns and more severe pathological consequences. In summary, our results provide important new experimental support for the MBNL loss-of-function model for DM and introduce new mouse models to examine the tissue-specific consequences of MBNL loss.

## MATERIALS AND METHODS

### Mouse *Mbnl* KO models

Detailed information on the generation of *Mbnl1* and *Mbnl2* KO mice has been published (Charizanis et al, 2012; Kanadia et al, 2003). Compound KOs were generated by crossing *Mbnl1*^*+/ΔE3*^ and *Mbnl2*^+/*ΔE2*^ heterozygotes (C57BL/129 background) due to fertility issues with homozygous *Mbnl1* and *Mbnl2* KOs. Muscle-specific *Mbnl2* KO mice were produced using *Myo-Cre* transgenic mice (gift of E. Olson, University of Texas Southwestern Medical Center) (Li et al, 2005). *Mbnl1*^*ΔE3*/*ΔE3*^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ mice were generated by crossing *Mbnl1*^+/*ΔE3*^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ males with *Mbnl1*^+/*ΔE3*^; *Mbnl2*^c/c^; *Myo-Cre*^−/−^ females. Controls included *Mbnl1*^+/+^; *Mbnl2*^+/+^; *Myo-Cre*^+/−^ (WT control) and *Mbnl1*^*ΔE3*/*ΔE3*^; *Mbnl2*^c/c^; *Myo-Cre*^−/−^ (*Mbnl1* KO control) mice. All animal procedures were reviewed and approved by the University of Florida IACUC.

### Immunoblotting and subcellular fractionation

Dissected tissues from WT (*Mbnl1*^+/+^), *Mbnl1*^+/*ΔE3*^ (*Mbnl1*^+/−^), *Mbnl1*^*ΔE3/ΔE3*^; *Mbnl2*^+/*ΔE2*^ (*Mbnl1*^−/−^; *Mbnl2*^+/−^) (4–5 months of age) skeletal muscles (quadriceps) and hearts were homogenized (Polytron, Kinematica) in lysis buffer [20 mM HEPES-KOH, pH 8.0, 100 mM KCl, 0.1% Igepal CA-630 (Sigma), 0.5 mM phenylmethysulphonyl fluoride, 5 μg/ml pepstain A, 1 μg/ml chymostatin, 1 mM ɛ-aminocaproic acid, 1 mM *p*-aminobenzamidine, 1 μg/ml leupeptin, 2 μg/ml aprotinin] on ice, followed by sonication and centrifugation (16,100*g*, 15 min, 4°C) as described previously (Charizanis et al, 2012). Proteins were detected by immunoblotting (50 μg lysate/lane) using rabbit polyclonal antibody (rpAb) anti-Mbnl1 A2764 (gift of C. Thornton, University of Rochester), mouse monoclonal (mAb) anti-Mbnl2 3B4 (Santa Cruz Biotechnology), anti-Gapdh mAb 6C5 (Abcam), rpAb anti-nucleolin (Abcam), rpAb anti-Ldha (Cell Signaling Technology), rpAb anti-Hnrnph1 (Novus), rpAb anti-Stau1 (Abcam), rpAb anti-Mbnl3 (Poulos et al, 2013) and HRP-conjugated anti-mouse, or anti-rabbit, secondary antibody followed by ECL (GE Healthcare). Subcellular fractionations were performed using NE-PER Nuclear and Cytoplasmic Extraction Reagents according to the manufacturer's protocol (Thermo Scientific) using *Mbnl1*^+/+^ and *Mbnl1*^−/−^ quadriceps muscle.

### Grip strength and electromyography (EMG)

Mice (*n* = 6 for each genotype and time point) were assessed for forelimb grip strength using a grip strength meter (Columbia Instruments). EMG was performed on *Mbnl1*^−/−^, *Mbnl1*^−/−^; *Mbnl2*^+/−^ (2–3 months of age, *n* = 4 per genotype) skeletal muscles (gastrocnemius, TA) as described previously (Chamberlain & Ranum, 2012; Kanadia et al, 2006). Mice were placed on a temperature-controlled heating pad and 30G concentric needle electrodes (CareFusion Teca Elite, *n* = 4–5 insertions/muscle) were used with the TECASynergy EMG system (VIASYS Healthcare). Myotonic amplitudes were measured 8 s post-insertion.

### Muscle histology, NMJ analysis and immunohistochemistry

Frozen skeletal muscle transverse sections (10 μm) of TA muscle were stained with hematoxylin and eosin (H&E) to determine the extent of DM-relevant muscle pathology. For cardiac analysis, hearts were fixed with 4% paraformaldehyde and longitudinal sections (5 μm) were stained by H&E or Masson's trichrome.

For NMJ structural analysis, *Mbnl1*^+/+^, *Mbnl1*^−/−^ and *Mbnl1*^−/−^; *Mbnl2*^+/−^ (4–5 months of age) TA muscles were dissected and fixed in 2% paraformaldehyde at 4°C overnight and then the myofibers were teased off into 5–10 thinner muscle bundles. For histological analysis, acetylcholine receptors were stained with 1 μg/ml α-bungarotoxin conjugated with Alexa Fluor 594 (Invitrogen). To detect axons and synapses, muscle fibres were incubated with chicken polyclonal antibodies against neurofilament H (NF-H, EnCor Biotechnology, 1:2000 dilution) and followed by secondary antibody conjugated with Alexa Fluor 488 (1:500 dilution) (Invitrogen). For NMJ quantification, >100 NMJs per genotype were counted and categorized into four groups previously described for NMJ morphological development including mature (pretzel-shaped endplates with branched innervating axons), fragment (endplate fragmentation), faint (endplate with low α-bungarotoxin staining), premature (pre-maturation stages including plaque, perforated plaque, c-shape, branched) and denervated (no endplate synapses) (Kummer et al, 2004; Sahashi et al, 2012; Valdez et al, 2010).

### RNA splicing and qRT-PCR

Mouse WT, *Mbnl1*^−/−^, *Mbnl1*^−/−^; *Mbnl2*^+/−^ (4–5 months of age) skeletal muscle (quadriceps) and heart RNAs, as well as *Mbnl1*^+/+^; *Mbnl2*^+/+^; *Myo-Cre*^+/−^ and *Mbnl1*^−/−^; *Mbnl2*^c/c^; *Myo-Cre*^+/−^ skeletal muscle RNAs, were isolated using TRI Reagent (Sigma–Aldrich) and cDNAs were prepared using 5 µg of RNA and SuperScript III RT (Invitrogen) according to manufacturer's protocol. For analysis of alternative splicing, specific PCR primers were used (Supporting Information Table S1) and the products were labelled with [α^32^P]-dCTP (2.5 μCi/reaction, PerkinElmer Life Sciences) followed by autoradiography and phosphorimaging to calculate the *Ψ* value (percent spliced in) as described previously (Suenaga et al, 2012).

Quantitative RT-PCR to determine Mbnl2 RNA levels was performed using RNAs isolated from *Mbnl1*^+/+^ and *Mbnl1*^−/−^ quadriceps muscle and the MyiQ real-time PCR detection system (Biorad). First-strand cDNA was prepared as described above and Mbnl2 transcripts containing exon 2 were amplified using 2XiQ SYBR Green Supermix (Biorad) and 250 nM of the MSS4595 and MSS4596 primers (Supporting Information Table S1). Gapdh amplicons, generated using MSS4178 and MSS4179, were used for normalization. Real-time PCR reaction conditions were 95.0°C for 10 min, 45 cycles of 95.0°C for 15 s, 55.0°C for 30 s and 72.0°C for 30 s followed by 7 min at 72°C.

### ECG and MRI heart analysis

Detail procedures for ECG acquisition have been described previously (Gehrmann & Berul, 2000; Kasahara et al, 2001). Briefly, mice were anesthetized with 1.5% isoflurane and the ECG was recorded using six surface leads. ECG recordings were acquired using a multichannel amplifier followed by conversion to digital signals for analysis. (MAClab system, AD Instruments). Corrected QT interval was calculated using Mitchell's formula (Mitchell et al, 1998).

ECG-gated Cine Cardiac MRI has also been described previously (Slawson et al, 1998; Warren et al, 2012). Mice were anesthetized with 1.5% isoflurane and a warm air fan (SA Instruments) was used to maintain stable body temperature. MRI images were acquired using a 4.7 Tesla (bore size 33 cm) horizontal scanner (Agilent). This system includes a 12 cm inner diameter active-shield gradient coil and has a 40 G/cm gradient strength and rise-time of 135 µs. A home-made quadrature saddle-shaped transceiver surface coil of 20 × 30 mm^2^ in size was used. Mice were positioned with the heart in the magnet iso-centre and the long- and short-axis orientation of the heart was scouted using a gradient-echo sequence. Shimming and pulse calibration were performed automatically prior to each experiment. Cine-FLASH was used to acquire temporally resolved dynamic short-axis and long-axis images of the heart with the following parameters: TReff = RR-interval, TE = 1.8 ms, flip angle = 30°, field of view, 25 × 25 mm^2^; acquisition matrix, 128 × 128 pixels; slice thickness, 1 mm. The number of frames per cardiac cycle was adapted to the heart rate of each animal to encompass the entire cardiac cycle.

To calculate the left ventricle ejection fraction (LVEF), short axis images from apex to bottom were acquired and endocardial contours were manually traced in end-diastole and in end-systole using ImageJ. The left ventricle cavity volume was calculated as the sum of the cavity areas multiplied by the section thickness (Lalande et al, 2004; Malm et al, 2004). Papillary muscles and trabeculations were, according to the American Society of Echocardiography (ASE) criteria, included in the LV cavity (Malm et al, 2004). LVEF was calculated based on LVEF% = (EDV_LV_ − ESV_LV_)/EDV_LV_ × 100, where EDV_LV_ is the end-diastolic volume of the left ventricle, ESV_LV_ is the end-systolic volume of the left ventricle. Right atrial (RA) area was traced and calculated using the method described by Prakken (Prakken et al, 2011). The extent of LV hypertrophy was indicated by the ratio of left ventricular wall volume (WV) to EDV_LV_.

### Rotarod analysis

Mice (8–10 weeks of age, *n* = 5 per group) were allowed to acclimate in a behavioural facility for 30 min and then placed on an accelerating rotarod (Accuscan Instruments) rotating at 4 RPM which was gradually increased to 40 RPM over 5 min and then continued at 40 RPM for an additional 5 min. Latency to fall (in s) from the rotating bar was recorded. Mice were rested for 10 min after each trial, which was repeated three additional times per day for four consecutive days. A mouse's latency to fall for each day was recorded as the mean latency of the four consecutive trials (***p < 0.001 for all groups, one-way ANOVA).

### HITS-CLIP

HITS-CLIP cDNA libraries were generated as described previously with the following modifications (Charizanis et al, 2012). Quadriceps muscles were dissected from *Mbnl1*^+/+^, *Mbnl1*^−/−^ and *Mbnl2*^−/−^ mice (15–16 weeks of age), snap frozen and finely powdered in liquid N_2_ using a mortar and a pestle and crosslinked with UV-light using a Stratalinker 1800 (Stratagene). For cDNA library generation, WT and *Mbnl1*^−/−^ (*n* = 3 each) were analysed and the required RNA size distributions were generated using RNase A concentrations of 38.6 and 0.0386 U/ml for high and low RNase, respectively. Immunoprecipitation was performed using mAb 3B4 (3.25 μg/mg lysate) and cDNA libraries were generated and sequenced as described previously (Charizanis et al, 2012). Raw reads were filtered to remove low quality reads and filtered reads were aligned to the mouse reference genome (mm9) using the Burrows-Wheeler Aligner (BWA [m1]). Sequences <20 nt were discarded and unique CLIP tags were identified after computationally removing potential PCR duplicates as described (Charizanis et al, 2012) (Supporting Information Table S2).

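The supplementary tag summary lists only the *Mbnl1* KO replicates. The paper's reported unique tags are 250572, 88768 and 137203 for the 3 replicates, 476543 in total, and the *Mbnl1* KO table counted here has as many rows. The paper's reported raw reads total 98861198. The reads collapsed into tags averaged 15.1 per WT tag and 106 per *Mbnl1* KO tag. Tag lengths ran from 18 to 33 nt in both tables, and 855 WT and 920 *Mbnl1* KO tags were shorter than 20 nt. The most frequent length was 31 nt, with 147263 WT tags (42.9%) and 142115 *Mbnl1* KO tags (29.8%). Of the WT tags of that length, 128953 were single-base tags. Collapsing tags with the same position and strand left 317893 WT and 407846 *Mbnl1* KO tags. The peak table of the supplement was used only in part, the first 1997 of its 4421 rows, which are sorted by peak height, so no set test was made on it. With 50 nt added on each side, the listed peaks had a median *Mbnl1* KO/WT ratio of 3.60, which the choice of peaks by height can favour, since no height lay below the *Mbnl1* KO depth. The listed peaks with the most tags included one in the 3′ UTR of Gnas (chromosome 2, position 174172044), with 34 WT and 148 *Mbnl1* KO tags (ratio 3.14, interval 2.15 to 4.70), and those in the 3′ UTRs of Rtn4, Sepw1 and Myadm had ratios of 3.63, 3.70 and 1.77. The top one by tags, on chromosome 19 at 5797830, had a ratio of 1.25 (0.925 to 1.70).

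**Figure D2:**
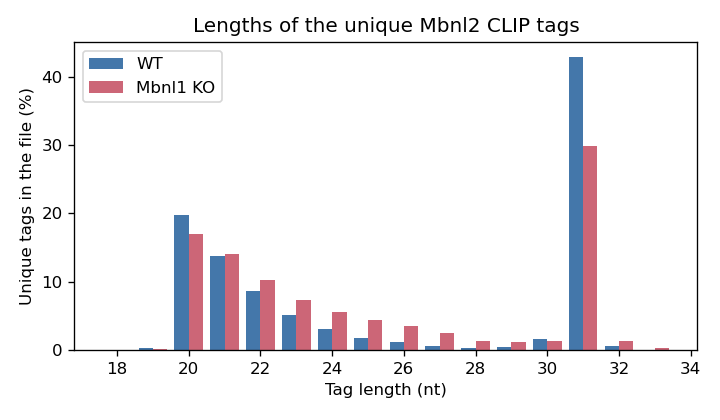
Share of the unique tags in each table (y axis, %) by tag length (x axis, nt), for WT (blue) and *Mbnl1* KO (red), 1 merged library each. Tags of 31 nt are the most frequent in both, at 42.9% of WT and 29.8% of *Mbnl1* KO tags.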

### Accession number

HITS-CLIP data have been deposited in GEO under accession number GSE47794.

### The paper explained

**PROBLEM:**

Myotonic dystrophy (DM), the most common adult-onset muscular dystrophy, is characterized by multi-systemic symptoms and reduced life expectancy. A current disease model proposes that DM is caused by the expression of toxic microsatellite expansion RNAs that inhibit the RNA splicing function of the MBNL proteins resulting in the mis-expression of fetal isoforms in adult tissues. However, the loss of individual Mbnl proteins in mouse knockout models only partially recapitulates DM symptoms in skeletal muscle and the heart suggesting that the expression of other factors may be critical for DM pathogenesis.

**RESULTS:**

While loss of Mbnl1 expression leads to compensatory Mbnl2 upregulation in skeletal muscle and heart, combined loss of Mbnl1 and Mbnl2 leads to reduced lifespan, severe myotonia together with muscle weakness and wasting, cardiac conduction block and significant enhancement of DM-associated RNA splicing errors. These findings demonstrate that the major clinical manifestations of DM in specific tissues can be modelled by compound loss of Mbnl protein activity.

**IMPACT:**

RNA splicing errors in DM have been proposed as biomarkers for disease progression and therapeutic trials, and *Mbnl* compound knockout mice provide a model system to identify additional RNA mis-splicing events. This study also serves as model for ongoing investigations focused on other RNA-mediated diseases, including chromosome 9-linked frontotemporal dementia and amyotrophic lateral sclerosis (C9ORF72 FTD/ALS), and investigations on the roles of MBNL proteins in ES cell-specific alternative splicing regulation.

## Author contributions

Mouse lines were generated by KYL, KC, DF and HH. Experiments were designed and performed by KYL, ML, MM, RB and AM. Cardiac studies were planned and performed by ML, SAW, HA and HK and muscle analysis was carried out by KYL, ML, CMC and LPWR. The manuscript was prepared by KYL and MSS.

How the deposited data were processed for this re-analysis (not part of the article)

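Mbnl2 HITS-CLIP tags from quadriceps muscle of 3 WT and 3 *Mbnl1* KO mice were analysed, as 1 merged table per genotype. The authors filtered the reads for quality, aligned them to mm9 with BWA (the paper's text names no version), discarded short sequences, removed potential PCR duplicates and merged the mice. The count that the authors deposited with each tag is the number of reads collapsed into it, without normalization, and each row is 1 unique tag with its position. High and low RNase libraries are not told apart in the tables. The tables hold 343554 WT and 476543 *Mbnl1* KO tags, which limits ratios at genes with few tags, as their intervals show.

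Tags were counted over regions of the mm9 GENCODE annotation with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the genome was indexed with samtools 1.23.1. A tag counted when it overlapped the region on its strand. Counts were divided by the tags in the table. Ratios have exact Clopper-Pearson intervals at 95%, which cover counting error only. The interval of the median over the Fig 7B list came from Poisson resampling of the tag counts, a choice made after the first values were seen, and those of medians over clusters and peaks from order statistics. With 1 merged table per genotype, no test between genotypes and no p-value was computed. Clusters are runs of overlapping tags on one strand, pooled over both genotypes, with at least 20 tags. Random gene lists were drawn 10000 times, each gene from the 50 protein-coding genes nearest in tag number.

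The genes named were fixed in advance. They are the genes of Fig 7B, the muscle splicing targets named in the paper's text and in Fig 6F, the 5 listed peaks with the most tags, the 5 clusters with the highest and the 5 with the lowest ratio among clusters with at least 50 tags, and the microRNA hairpins of the supplementary peak table. The name Ppm2c was matched to Pdp1 through the synonyms of the RefSeq gene table of GRCm38.p6, used for names only.

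The counting, intervals and list percentiles were tested on simulated counts of 3870 genes in the comparison of *Mbnl1* KO with WT, of which 200 were changed. The intervals held the true ratio in 97.0% of genes, and 3 of 100 lists of unchanged genes and 100 of 100 lists of changed genes ranked above the 97.5 percentile. The changed lists were drawn only from the genes given the larger of the simulated changes. Simulated genes departed from their set ratio by counting error only, so the test does not show how a real list with a smaller change would rank.

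The alternatives set before the data were examined were raw tags, scaling by the median cluster, scaling outside chromosome M and the 100 largest clusters, collapsing identical tags or tags with the same 5′ end, tags of at least 30 nt, counting by midpoint, regions made from the listed peaks, and other cluster definitions. Leaving out single-base tags, keeping tags of at least 2 reads, thinning the *Mbnl1* KO reads to the WT total, and combinations of these were chosen after the data were seen. The list of misspliced targets and the gene ontology analysis were not analysed here.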

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

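Apart from the ratio at the microRNA hairpins, which was planned, the tests in this part were chosen after the results were seen, and every prediction was written after them. The first result that drew attention is in data the paper does not discuss, the sequence of the tags. Single-base tags made up 44.0% of the WT tags, against 17.0% of the *Mbnl1* KO tags, and 92.9% of those in WT were A-rich. Without them the *Mbnl1* KO table has 2.03 times as many tags as the WT table, against 1.39 times with them. RNA transcribed from the annotated genes would lie mostly on the strand of the gene, but 60.2% of the WT single-base tags over genes lay on the opposite strand, which argues against it as their main source. Of the WT single-base tags, 89.1% rested on 1 read. Low-complexity reads placed at A-rich stretches of the genome, and a difference in library preparation, stay open and were not tested, since the reads were not used here. Genotype stays open as well, since each genotype is 1 merged library.

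The second is the share of tags on the antisense strand of genes, 43.5% in WT (95% Clopper-Pearson interval 43.3 to 43.8) and 25.3% in *Mbnl1* KO. With single-base tags left out it was 33.0% in WT and 21.1% in *Mbnl1* KO, so these tags alone do not account for the difference. With only tags of at least 2 reads as well, the shares were 20.1% and 12.9%. A lower yield of Mbnl2-bound RNA in WT, where the paper reports less Mbnl2 protein, and a difference between libraries stay open.

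The third is a set of microRNA hairpins in the supplementary peak table, which the paper does not discuss. The 5 hairpins together had 23 WT and 72 *Mbnl1* KO tags, a ratio of 2.26 (1.39 to 3.78), above the level in WT, although hairpins taken from a table of peaks sorted by height can favour such a ratio. let-7a-1 had a ratio of 3.78 (1.28 to 15.2), and the intervals of mir-133a-1, mir-133a-2 and mir-133b crossed 1. mir-378 had 7 *Mbnl1* KO tags and 0 WT tags. With single-base tags left out the ratio over the hairpins was 1.54 (0.952 to 2.58), so a change in scale and a change at the hairpins cannot be told apart with so few tags. The median tag length at these hairpins was between 21 and 23 nt.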

How the results depend on the processing

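The *Mbnl1* KO/WT ratio of the Fig 7B list stayed above 1 under each alternative run, from 1.38 to 8.07, and so did those of the Atp2a1 3′ end and the microRNA hairpins, although intervals reached below 1 under some. The ratio at the listed peaks, and at genes counted over them, is not evidence of a stable direction, since the rows used are the highest peaks of the table and no height lay below the *Mbnl1* KO depth, so their selection can favour a ratio above 1. The hairpins and the position of the Atp2a1 window were taken from the same rows. The number of Fig 7B genes with an interval above 1, 9 of 10 in the main setting, was 7 when scaled by the median cluster and 7 with the same 5′ end collapsed. With tags of at least 30 nt, it was 6 of the 8 genes with a finite ratio. Among the settings chosen after the data were seen, that number was lowest, at 5, with single-base tags left out and at least 2 reads. The size of the ratio depends on the scale. Without scaling to the table totals, the ratio was 3.87 at the Fig 7B list, 2.47 at the pooled clusters and 5 at the listed peaks. Scaled so that the median cluster is at 1, the ratio was 1.56 at the Fig 7B list, 1.60 at the Atp2a1 3′ end, 2.02 at the listed peaks and 1.27 at the microRNA hairpins. Scaled to tags outside chromosome M and the largest clusters, the ratio was 3.67 at the listed peaks. With identical tags collapsed, the ratio was 3.12 at the listed peaks. With tags of the same 5′ end collapsed, the ratio was 2.38 at the Fig 7B list, 1.64 at the pooled clusters and 2.64 at the listed peaks. With tags of at least 30 nt only, the ratio was 8.07 at the Fig 7B list, 9.67 at the Atp2a1 3′ end and 1.54 at the pooled clusters. The scale of that setting, a factor of 0.992, is raised by the single-base tags in the WT total. Without peaks in repeats, the ratio was 3.72 at the listed peaks. At the listed peaks and the hairpins, tags of at least 30 nt gave no value.

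The median over pooled clusters changed direction. Besides the thinned counts without scaling, given below, it did so with the minimum of tags. It was 1.78 with at least 20 tags per cluster, 0.865 with at least 10 and 2.46 with at least 50. Clusters called on the WT tags alone had a median of 0.103, and those called on the *Mbnl1* KO tags alone 2.88, which their own construction favours, since calling on one table selects regions with many tags in it. Among clusters with at least 50 tags, 4 of the 6 with a ratio below 1 consisted mostly of single-base tags, as did 52 of the 87 with a ratio from 1 to below 2 and 5 of the 161 with a ratio of at least 2. Such clusters are therefore not confined to ratios below 1. For the effect of the 10-tag minimum the cause was not tested.

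These settings were chosen after the data were seen. With single-base tags left out, the ratio was 1.92 at the Fig 7B list, 1.89 at the pooled clusters and 2.46 at the listed peaks. With tags of at least 2 reads only, the ratio was 1.63 at the Fig 7B list, 1.56 at the Atp2a1 3′ end, 1.64 at the pooled clusters, 2.05 at the listed peaks and 1.28 at the microRNA hairpins. With the *Mbnl1* KO reads thinned to the WT total, the ratio was 5.05 at the Fig 7B list, 5.15 at the Atp2a1 3′ end, 6.00 at the listed peaks and 4.12 at the microRNA hairpins. With that thinning and without scaling, the ratio was 2.04 at the Fig 7B list, 0.735 at the pooled clusters and 2.42 at the listed peaks. With thinning and single-base tags left out together, the ratio was 2.74 at the pooled clusters and 4.14 at the listed peaks. With single-base tags left out and at least 2 reads, the ratio was 1.38 at the Fig 7B list, 1.31 at the Atp2a1 3′ end, 1.46 at the pooled clusters, 1.88 at the listed peaks and 1.08 at the microRNA hairpins.

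Scaled by the median cluster, Adk (0.894), Tlk2 (0.742), Abi2 (0.648), Cacna1s (0.944) and Bin1 (0.998) fell below 1, which follows from that scaling, since it divides every ratio by the same factor. The intervals of these genes included 1. Abi2 was also below 1 with tags of the same 5′ end collapsed (0.951) and with tags of at least 30 nt (0.992). Under the settings chosen after the data were seen, Tlk2 (0.894) and Abi2 (0.875) were below 1 with single-base tags left out, Csda (0.793) and Abi2 (0.747) with tags of at least 2 reads, and Tlk2, Csda and Abi2 with both. With the *Mbnl1* KO reads thinned and without scaling, Adk (0.889), Csda (0.956) and Abi2 (0.629) were. All these intervals included 1. With scaling by the median cluster 13 of the 18 named genes were above 1, and with single-base tags left out 16 were. The number of tags per table fell to 317893 WT and 407846 *Mbnl1* KO tags with identical tags collapsed, and to 314454 and 396650 with the same 5′ end collapsed.

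No paired analysis was possible because the replicates of each genotype are merged in 1 table, and no replicate could be left out for the same reason. Few WT tags limit the ratios at Ppm2c, Lnp and the exons around Atp2a1 exon 22.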

Differences from the paper's values

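The paper states a 2- to 9-fold increase for the genes of Fig 7B. The lowest ratio found here was 1.32, at Tlk2, against the paper's 2, with an interval (0.626 to 2.93) that includes it. Of the alternatives set before the data were examined, raw tags (1.83), scaling outside chromosome M and the largest clusters (1.34), tags of at least 30 nt (2.27) and the regions made from the listed peaks (2.16 with the peaks as given, 1.95 with 50 nt added, 1.97 with 200 nt added, 1.85 over their span and 2.16 without repeats) came within 1.5 times of it, and the other scalings, the collapses and midpoint counting did not. The regions made from listed peaks cover 7 of the 10 genes, without Ppm2c, Clcn1 and Tlk2, and the choice of those peaks by height can favour higher ratios. Over those regions, and with the thinned reads below, the lowest ratio was at Adk. With tags of at least 30 nt the lowest ratio was at Clcn1, while Tlk2 had 5.95. The settings with the *Mbnl1* KO reads thinned to the WT total gave 2.21, and 1.56 with single-base tags left out as well, both chosen after the values were seen. The thinned counts without scaling, chosen at the same stage, gave 0.889 and did not come within 1.5 times of the paper's 2.

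The highest ratio was 21.6, at Ppm2c, which has 1 WT tag, against the paper's 9, with an interval (3.60 to 882) that includes it. Scaling by the median cluster (12.1), listed peaks as given (6.49, at Ank1) and listed peaks without repeats (6.67, at Lnp) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Ppm2c has no listed peak, so the values from listed peaks leave it out. Tags of at least 2 reads gave 7.47, and 6.27 with single-base tags left out, and thinned *Mbnl1* KO reads without scaling gave 12.6, all chosen after the values were seen.

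With tags of at least 30 nt, Lnp and Ank1 had 0 WT tags and no finite ratio, so the lowest and highest values under that setting leave them out. The list's median of 8.07 keeps them as infinite ratios. Single-base tags, a larger share of the WT than of the *Mbnl1* KO tags of that length, raise the ratios under that setting through the scale.

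Folds could be read by eye from Fig 7B of the paper at 8 of its genes. The ratios here agreed at 5 of them, meaning within 1.5 times or with an interval that includes the paper's fold, and raw tags agreed at all 8. Where they differed, Fig 7B shows a fold of about 5.6 at Ldb3, about 4.6 at Ttn and about 2.9 at Adk, where the ratios were 2.99, 2.58 and 1.59. At Ldb3, raw tags (4.15) came within 1.5 times of the fold among the alternatives set before the data were examined, and none of the others did. At Ttn, raw tags (3.58), tags of at least 30 nt (5.83), listed peaks with 200 nt added (3.26) or 50 nt added (3.19) and listed peaks without repeats (3.26) did, and the others did not. At Adk, raw tags (2.21), listed peaks as given or without repeats (2.16 in both) and those with 50 nt (1.95) or 200 nt added (1.97) did. Tags of at least 30 nt gave 4.56 at Adk, more than 1.5 times about 2.9, with an interval (2.27 to 10.1) that includes it. The others did not reach it by either measure, the span of the listed peaks (1.85) included. Thinning the *Mbnl1* KO reads to the WT total, chosen after the values were seen, gave 5.06 at Ldb3, 4.42 at Ttn and 2.21 at Adk. The lower *Mbnl1* KO total raises these scaled ratios. Without scaling, the thinned counts gave 2.04 at Ldb3, 1.78 at Ttn and 0.889 at Adk. Thinning with single-base tags left out gave 3.25 at Ldb3, 2.79 at Ttn and 1.56 at Adk. None of the values from these last settings reached the fold by either measure.

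In Fig 7B, Ldb3 has the highest *Mbnl1* KO tag density of the list, but the paper does not state how density was normalized or over which region, so the order of genes depends on the unit. Over gene bodies, Ttn had the most *Mbnl1* KO tags (1519, against 390 at Ldb3). Per kb of gene body, Atp2a1 had the most (22.8), and Ldb3 had more than Ttn (6.29 against 5.45). Mbnl1 and Tlk2 have WT bars near 0 in Fig 7B, while their ratios here, which do not depend on gene length, were 3.26 (2.62 to 4.09) and 1.32 (0.626 to 2.93), from 100 and 12 WT tags.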

Other observations

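The list percentile, the comparison of peak heights with depth and the choice of extreme clusters were planned. The other tests in this part were chosen after the results were seen, and every prediction was written after them. Whether the ratios above 1 at the Fig 7B genes stand apart from the rest of these libraries was weighed first. The list's median ranked at the 94.3 percentile of matched random lists, whose own medians lay above 1 in their middle 95%, so a library-wide difference may account for most of it, and the list is not separated from matched genes by this measure. The list itself was shown by the paper for its increase in these tags, which can favour a high rank. With single-base tags left out it ranked at the 81.2 percentile. Single-base tags alone do not bring the list to 1, since its median was 1.92 (1.75 to 2.37) without them. Deeper reading of the *Mbnl1* KO library was weighed by thinning its reads to the WT total. This also lowers the *Mbnl1* KO total to 138485 tags, which raises every ratio scaled to it, so the counts were compared without scaling. The list's median fell from 3.87 to 2.04 (1.73 to 2.47), and the interval lay above 1 at 7 of the 10 genes. Read depth may therefore account for part of the raw ratio, but depth alone would bring the list's median to 1, and it did not. More Mbnl2 on all its targets, a different RNA level of the targets and a difference between the library preparations stay open, as each genotype is 1 merged library.

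The heights in the supplementary peak table were compared with the tag depth. Of the 1997 rows used, 1824 had a height above the highest depth in the *Mbnl1* KO table and 0 had one below it. The paper's height of the Gnas peak is 134, against a depth of 112 in *Mbnl1* KO, 29 in WT and 141 in both together. In 65.7% of rows the height was closer to the depth of both tables together, which is consistent with peaks called on both genotypes, a hypothesis. 1521 heights were within 2 tags of that depth, so it does not give the heights exactly.

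Tags were also read for YGCY, a motif with pyrimidines around GC, against RGCR, its reverse complement. In *Mbnl1* KO tags over genes with single-base tags left out and at least 2 reads, YGCY was 4.10 times as frequent as RGCR on the sense strand. The first comparison made was with the antisense tags, which had 4.49, not less, and the tests were reformulated after it. If the base composition of the gene strand gave the excess, antisense tags would show fewer YGCY than RGCR, and they did not. The same value argues against the antisense tags being background with no preference for YGCY. In WT the ratios were 4.68 on the sense and 2.93 on the antisense strand. Cleavage preferences of RNase A, unannotated transcripts and binding by Mbnl2 itself stay open and were not tested.

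The 5 clusters with the highest ratios among those with at least 50 tags were a pair in Hipk3 (8.94 and 6.78), 1 in Phtf2 (7.57) and a pair at the 5S ribosomal RNA genes n-R5s146 and n-R5s136 (7.12 and 6.69), copies of a repeated gene to which tags cannot be assigned with certainty. The 5 with the lowest ratios had ratios from 0.0920 to 0.721, and 4 of these consisted only of single-base tags. The lowest lay in Kcnip4 (chromosome 5 from 49150477 to 49150562), with 47 WT and 6 *Mbnl1* KO tags. The 1 without single-base tags lay outside annotated genes (chromosome 15 from 39690404 to 39690524), with 46 WT and 20 *Mbnl1* KO tags and a ratio of 0.313 (0.176 to 0.541).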
